# Increased dynamin expression precedes proteinuria in glomerular disease

**DOI:** 10.1002/path.5181

**Published:** 2018-11-27

**Authors:** Ramzi Khalil, Klaas Koop, Reinhold Kreutz, Herman P Spaink, Pancras CW Hogendoorn, Jan A Bruijn, Hans J Baelde

**Keywords:** dynamin, proteinuria, kidney glomerulus, zebrafish, rats, histology

## Abstract

Dynamin plays an essential role in maintaining the structure and function of the glomerular filtration barrier. Specifically, dynamin regulates the actin cytoskeleton and the turnover of nephrin in podocytes, and knocking down dynamin expression causes proteinuria. Moreover, promoting dynamin oligomerization with Bis‐T‐23 restores podocyte function and reduces proteinuria in several animal models of chronic kidney disease. Thus, dynamin is a promising therapeutic target for treating chronic kidney disease. Here, we investigated the pathophysiological role of dynamin under proteinuric circumstances in a rat model and in humans. We found that glomerular *Dnm2* and *Dnm1* mRNA levels are increased prior to the onset of proteinuria in a rat model of spontaneous proteinuria. Also, in zebrafish embryos, we confirm that knocking down dynamin translation results in proteinuria. Finally, we show that the glomerular expression of dynamin and cathepsin L protein is increased in several human proteinuric kidney diseases. We propose that the increased expression of glomerular dynamin reflects an exhausted attempt to maintain and/or restore integrity of the glomerular filtration barrier. These results confirm that dynamin plays an important role in maintaining the glomerular filtration barrier, and they support the notion that dynamin is a promising therapeutic target in proteinuric kidney disease. © 2018 The Authors. *The Journal of Pathology* published by John Wiley & Sons Ltd on behalf of Pathological Society of Great Britain and Ireland.

## Introduction

Chronic kidney disease (CKD) is a major health issue worldwide 1. The progression of CKD is accompanied by a reduction in the glomerular filtration rate and subsequent proteinuria. In order to develop new therapeutic strategies for CKD, it is important to understand the mechanisms and processes that underlie glomerular filtration. The glomerular filtration barrier (GFB) consists of several components, including the interdigitating foot processes of podocytes, the glomerular basement membrane, and a glycocalyx‐covered fenestrated endothelium. Disrupting the GFB allows the passage of proteins into the urinary space. Under normal conditions, these proteins are then reabsorbed by proximal tubular epithelial cells; however, if the reabsorption mechanism is impaired or saturated, proteinuria can develop.

Dynamin is a recently identified protein that plays an important role in maintaining GFB integrity. This 96 kDa GTPase is expressed both in glomerular podocytes and in tubular epithelial cells 2, 3. Within the GFB, dynamin has three identified functions: (1) dynamin is involved in the turnover of nephrin 4; (2) it interacts directly with actin and actin‐regulatory proteins 5; and (3) it is involved in the endocytosis of albumin by podocytes 6. Several groups have reported that loss of dynamin using a genetic knockdown model or via cleavage with the endopeptidase cathepsin L results in proteinuria 3, 4, 7. Moreover, Schiffer *et al* demonstrated that dynamin is a potential therapeutic target in CKD 7. Specifically, the authors reported beneficial effects of treating several animal models of proteinuria with Bis‐T‐23, a small molecule compound that stimulates the oligomerization of dynamin to form a 72‐subunit helical structure 8. Importantly, Schiffer *et al* found that administering Bis‐T‐23 restored the ultrastructure of podocyte foot processes, decreased proteinuria, lowered mesangial collagen IV deposition, reduced mesangial matrix expansion, and prolonged survival 7. Ono *et al* also showed that Bis‐T‐23 treatment prevented albuminuria and attenuated alterations in foot process formation in an experimental mouse model 9. Although these studies indicate that dynamin plays an important role in maintaining GFB structure and function, the majority of this research relied on the observation of morphological and/or functional changes in the kidney after genetic manipulation or other alterations in dynamin. Thus, intrinsic changes in dynamin expression under proteinuric conditions have not been investigated in animal models or patients.

Here, we report that dynamin expression is increased in proteinuric conditions. We show that glomerular *Dnm2* and *Dnm1* mRNA levels are increased in a rat model of spontaneous proteinuria prior to the onset of proteinuria. We also show that knocking down dynamin translation in a zebrafish embryo model results in proteinuria. Lastly, we show that glomerular dynamin and cathepsin L protein levels are increased in human patients with proteinuric kidney disease.

## Materials and methods

### Microarray analysis

We analyzed microarray datasets of Dahl and SHR rats in order to identify differentially regulated cytoskeleton‐related genes. The datasets were retrieved from the Gene Expression Omnibus of the NCBI, which is accessible using the GEO Series accession number GSE 13810. This analysis was performed using Affymetrix GeneChip Rat Genome 230 2.0 arrays (Thermo Fisher Scientific, Waltham, MA, USA). Pathway analysis was performed using the Gene Ontology Tree Machine (Oak Ridge National Laboratory, Oak Ridge, TN, USA) and by global testing in the Kyoto Encyclopedia of Genes and Genomes (Kanehisa Laboratories, Kyoto, Japan) in order to determine which differentially regulated genes are involved in cytoskeletal regulation 10, 11. This microarray was performed on glomeruli obtained from animals at 4 and 6 weeks of age (Table 1).

**Table 1:** Differential glomerular expression of cytoskeleton‐related genes between 4‐ and 6‐week‐old Dahl rats and SHR rats

**Gene name**	Gene symbol	Chromosomal location	Fold‐difference in expression	Function
Periplakin	*Ppl*	10q12	4.17	Intermediate filament binding
Moesin	*Msn*	Xq31	3.86	Actin filament–membrane cross‐linking
Dynamin 1	*Dnm1*	3p11	3.36	Actin dynamics regulation
Tropomyosin 4	*Tpm4*	16p14	2.73	Actin binding
Thymoma viral proto‐oncogene 1	*Akt1*	6q32	2.71	Cell projection organization and biogenesis
Supervillin	*Svil*	17q12	2.62	Actin binding
Parvin, alpha	*Parva*	1q33	2.62	Actin cytoskeleton organization and biogenesis
Plastin 3 (T‐isoform)	*Pls3*	Xq14	2.51	Actin filament organization
Tropomyosin 1, alpha	*Tpm1*	8q24	2.23	Actin filament capping
Microtubule‐associated protein, RP/EB family, member 1	*Mapre1*	3q41	2.2	Regulation of microtubule polymerization
Rho guanine nucleotide exchange factor (GEF) 17	*Arhgef17*	1q32	2.1	Actin cytoskeleton organization and biogenesis
Caldesmon 1	*Cald1*	4q22	2.1	Actin binding
Signal‐regulatory protein alpha	*Sirpa*	3q36	2.04	Actin filament organization
WD repeat domain 44	*Wdr44*	Xq12	2	Vesicle recycling
Myosin Ib	*Myo1b*	9q22	1.99	Actin binding
Echinoderm microtubule‐associated protein‐like 4	*Eml4*	6q12	1.97	Microtubule stabilization
Actin‐related protein 2/3 complex, subunit 1B	*Arpc1b*	12p11	1.89	Cytoskeleton organization
Filamin, beta	*Flnb*	15p14	1.87	Actin binding
Myosin IC	*Myo1c*	10q24	1.78	Actin binding
Mitogen‐activated protein kinase 1	*Map3k1*	2q14	1.78	Actin filament polymerization
CAP, adenylate cyclase‐associated protein 1 (yeast)	*Cap1*	5q36	1.73	Actin cytoskeleton organization and biogenesis
Kinesin light chain 1	*Klc1*	6q32	1.59	Microtubule motor activity
Src homology 2 domain‐containing transforming protein C1	*Shc1*	2q34	1.57	Actin cytoskeleton organization and biogenesis
ARP1 actin‐related protein 1 homolog A (yeast)	*Actr1a*	1q54	1.55	Cytoskeleton organization
Actin, beta	*Actb*	12p11	1.54	Cytoskeleton organization
A kinase (PRKA) anchor protein 2	*Akap2*	5q24	1.51	Actin filament organization
Spectrin alpha 1	*Spna1*	13q24	0.19	Cytoskeleton organization
Polyamine modulated factor 1 binding protein 1	*Pmfbp1*	19q12	0.14	Cytoskeleton organization and biogenesis

The micro array data analyzed in this study have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE 13810 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE13810).

### Animal studies: rats

The rat experiments were approved by the Institutional Ethics Committee for Animal Care and Experimentation. Male spontaneously proteinuric Dahl salt‐sensitive rats (Dahl) and non‐proteinuric spontaneously hypertensive rats (SHR) were obtained from the Charité‐University Medicine Berlin 12. To prevent the early accelerated development of severe hypertension, the rats were fed a low‐salt diet containing 0.2% NaCl by weight content. Tissues were collected from animals at 2, 4, 6, 8, and 10 weeks of age. A total of 67 animals were used, with respectively seven, seven, seven, eight, and eight Dahl rats per age group and five, four, six, seven, and eight SHR rats per age group. In each animal, the left kidney was used to isolate the glomeruli using magnetic retraction; these samples were used for mRNA analysis 13. The right kidney of each animal was extracted; part was embedded in paraffin wax, and another part was snap‐frozen and stored −80°C.

### RNA isolation, reverse transcription, and qPCR

RNA was isolated from rat glomeruli using TRIzol (Invitrogen, Waltham, MA, USA). AMV reverse transcriptase (Roche Diagnostics, Risch‐Rotkreuz, Switzerland) was used to reverse‐transcribe the RNA into first‐strand cDNA, which was then analyzed using qPCR with the primer pairs listed in Table 2. *Hprt1* was used as an internal control. qPCR was performed on an iCycler real‐time PCR machine with SYBR Green Supermix (Bio‐Rad Laboratories, Hercules, CA, USA), and iCycler IQ 3.1 software (Bio‐Rad Laboratories) was used to analyze gene expression and to normalize the data. *Dnm1* and *Dnm2* mRNA levels are shown as relative to the average *Dnm1* or *Dnm2* mRNA expression in SHR rats.

**Table 2:** Primer sequences used for RT‐PCR analysis

Name (species)	Gene symbol	mRNA accession number	Forward primer	Reverse primer
Dynamin 1 (rat)	*Dnm1*	NM_080689.4	TTGATGAGAAGGAACTGCGAAGG	AAGCGAGGTCAGGAGTGAAGAG
Dynamin 2 (rat)	*Dnm2*	NM_013199.1	TGAAATGCGTGGACCTGGTT	CAATGCGTTCGGTCTCCTCT
Cathepsin L (rat)	*Ctsl*	NM_013156.2	CAGTGGAAGTCCACACACAGA	GTGCTTCCCGTTGCTGTACT
Hypoxanthine phosphoribosyltransferase 1 (rat)	*Hprt1*	NM_012583.2	GGCTATAAGTTCTTTGCTGACCTG	AACTTTTATGTCCCCCGTTGA

### Animal studies: zebrafish

All zebrafish experiments were performed prior to the free‐feeding embryo stage and are therefore not considered animal experiments in accordance with the EU Animal Protection Directive 2010/63/EU. Wild‐type (WT) AB/TL strain zebrafish (*Danio rerio* H) were maintained using previously defined standards 14. Embryos were obtained through natural crossings and kept in E3 medium at 28.5°C. In the one‐ to four‐cell stage, the embryos were injected with 1 nl of a morpholino (Gene Tools, Philomath, OR, USA) targeting the *dnm2* gene (to knockdown mRNA translation) or a scrambled control morpholino 15.

### Glomerular permeability and tubular reabsorption assay

A previously validated tubular dextran reabsorption model was used to assess glomerular permeability in zebrafish embryos 16, 17. At 4 days post‐fertilization (dpf), a group of WT embryos were injected with 3 nl of puromycin aminonucleoside (PAN, 25 mg/ml; Sigma‐Aldrich, St Louis, MO, USA) to induce kidney damage as a positive control for proteinuria 17. At 5 dpf, all groups were injected with 3 nl of a mixture of TRITC‐labeled 3 kDa dextran (100 mg/ml; Invitrogen) and FITC‐labeled 70‐kDa dextran (25 mg/ml; Invitrogen). One hour after injection, the animals were fixed in 10% formalin for 24 h. After subsequent storage in 70% ethanol, the embryos were embedded in paraffin, sectioned at 3 μm thickness, and examined using fluorescence microscopy for the presence of reabsorption droplets in the proximal tubule epithelial cells by an investigator who was blinded with respect to the treatment conditions. The number of reabsorption droplets in the proximal tubule cells was counted and compared between groups. The 3 kDa dextran tracer freely passes the GFB and is subsequently reabsorbed by the proximal tubule epithelial cells. Therefore, reabsorption of this tracer is used as an indicator of sufficient tubular reabsorption function. In contrast, the 70 kDa tracer does not readily pass the GFB under normal conditions and is therefore used as an indicator of glomerular permeability 16. The PAN and dextran injections were performed under anesthesia with 4% tricaine methanesulfonate.

### Human materials

Biopsies from 26 patients with a variety of proteinuric kidney diseases were obtained from the LUMC tissue archive. Eight biopsies were from patients with minimal change disease; three were from patients with focal segmental glomerulosclerosis; three were from patients with IgA nephropathy; six were from patients with lupus nephritis; and six were from patients with diabetic nephropathy. In addition, 16 samples were used as a control group; these samples consisted of biopsy material obtained from patients with no evidence of glomerular pathology whose kidneys were unsuitable for transplantation due to technical reasons, or from autopsy tissue. Patient characteristics are summarized in Table 3. All tissue samples were obtained and handled in accordance with institutional guidelines and with the Code of Conduct regarding the responsible use of human tissues 18.

**Table 3:** Patient characteristics

	Control	DN	LN	MCD	FSGS	IgAN
Number of patients (*n*)	15	6	6	8	5	4
Mean age, years (SD)	54.8 (16.11)	50.2 (19.11)	29.3 (12.15)	31.1 (20.88)	36.2 (7.19)	34.5
Mean serum creatinine, μmol/l (SD)	101.57 (37.95)	140.80 (76.30)	112.80 (39.51)	77.38 (27.77)	112.80 (60.24)	107.5 (34.09)
Proteinuria, g/24 h (SD)	0.14 (0.12)	1.15 (0.82)	2.50 (1.86)	3.56 (3.32)	5.08 (1.84)	4.40 (3.19)

### Immunohistochemistry

The mouse anti‐dynamin antibody Hudy 1 (Upstate Biotechnology, Lake Placid, NY, USA; catalog number 05‐319, diluted 1:80) was used to detect dynamin. Hudy 1 is a monoclonal antibody that recognizes both dynamin 1 and dynamin 2. Hudy 1 recognizes the epitope of residues 822–838 within the proline‐rich domain of dynamin. Anti‐mouse Envision (Dako Cytomotion, Glostrup, Denmark) was used as a secondary antibody to detect the primary antibody. A rabbit anti‐cathepsin L antibody (Abcam, Cambridge, UK; ab203028, diluted 1:100) was used to detect cathepsin L. The results were analyzed by measuring the percent positive area in the glomeruli using the ImageJ digital image analysis program. No scarred glomeruli were included in these analyses.

### Statistical analyses

Statistical analyses were performed using SPSS version 23.0 (IBM Corp, Armonk, NY, USA). Levels of mRNA and protein were compared using one‐way ANOVA (with Dunnett's *post hoc* analysis when more than three groups were compared). Student's unpaired *t*‐test was used when two or three groups were compared. Correlation analysis was performed using the Pearson correlation coefficient. Differences with a *P* value less than 0.05 were considered significant.

## Results

### Gene expression profiling between Dahl and SHR rats

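Gene expression in glomeruli was measured in Dahl rats and SHR rats at 4 and 6 weeks of age, with 2 rats per strain and age and 1 array per rat, which gives 8 arrays in 4 groups. Biotin-labeled cRNA was made from total RNA and hybridized to rat genome arrays of Affymetrix, on which a gene is measured by 1 or more sets of short oligonucleotides (probe sets). The deposited values are log2 intensities that the authors had corrected for background, normalized between arrays and summarized per probe set. Their notes name RMA and GCRMA, and which of these made the values is not given in the sources used here. The median value per array ran from 4.11 to 4.16. Arrays of the same group correlated at 0.989 to 0.997 across probe sets, and arrays of different groups at 0.950 to 0.994. From these values, 31042 probe sets were tested after 57 control probe sets had been left out. Of the tested probe sets, 20826 were annotated to 1 gene, 436 to several genes and 9780 to none, which leaves 14217 genes. A gene with several probe sets is represented by the one with the highest mean over the 8 arrays. Strain differences were estimated with limma as Dahl minus SHR, averaged over both ages, and p values were adjusted for all probe sets by the method of Benjamini and Hochberg at a threshold of 0.05. All n given for this comparison are 4 rats per strain, 2 of each age. The number of arrays limits the precision. On simulated data of this design, 56% of 100 probe sets changed by 1 on the log2 scale and 87% of 100 changed by 2 were called. These were few of the 31042, and far more probe sets differed in the real arrays, which loosens the adjusted threshold. The 56% and 87% thus do not give the share of real differences found.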

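Hhip, which inhibits hedgehog signaling, was higher in Dahl glomeruli than in SHR glomeruli by 5.25 on the log2 scale (standard error 0.13, adjusted p = 0.00088 from limma). Bmp6, a bone morphogenetic protein, was higher by 3.68 (standard error 0.15), and Hjv, a coreceptor of bone morphogenetic proteins, by 4.26 (standard error 0.17). For the class II major histocompatibility complex, RT1-Bb and RT1-Ba were higher by 7.62 and 5.75 (standard errors 0.31 and 0.19). In SHR rats these 2 genes lay at low signal (2.45 and 2.70 for RT1-Bb and 2.52 and 3.21 for RT1-Ba at 4 and 6 weeks), as did Hhip (2.55 and 2.69), so the sizes of these rises are uncertain. A dimmer probe set of each was lower in Dahl rats, with log2 differences of -0.61 for RT1-Bb and -4.70 for RT1-Ba. For RT1-Ba that probe set had a mean log2 value of 5.44 against 5.74 for the one used, so the direction of its strain difference is unsettled. Whether variants between the strains under the probes have a part was not tested. Myom2 (4.64), Ogn (4.40), Slc17a3 (4.35), Mamdc2 (4.27) and Synpo2l (4.25) make up the rest of the 10 genes with the largest rises. The 10 largest falls were led by Ephx2, which encodes soluble epoxide hydrolase, at a log2 difference of -5.76 (standard error 0.43, adjusted p = 0.00559), and Akr1b8, an aldo-keto reductase, at -4.52 (standard error 0.094). Next came Dusp15 (-3.85), the class I gene RT1-T24-3 (-3.65), Acox2, an oxidase of peroxisomes (-3.65), Dmrtc1c1 (-3.39) and Serpinc1, which encodes antithrombin (-3.11). Tmem14a (-3.01), the calcium-binding protein gene S100g (-2.96) and the brush border peptidase gene Dpep1 (-2.95) followed. In all, 10787 probe sets differed, 3283 of them higher and 7504 lower in Dahl rats. Of the 2835 that differed by at least 1.5-fold, 1864 were higher and 971 lower. With the probe sets ranked by mean signal into 4 groups of equal size, the 2 dimmest groups held 2844 and 2791 of the lower ones. Over all probe sets of these 2 groups, the median differences were -0.058 and -0.11. After quantile normalization, 4740 differed, 2261 higher and 2479 lower. Leaving out 1 array gave 2286 to 11471, and the count stayed within 1.5 times of 10787 only without Dahl 6 weeks replicate 1 (11471).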

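The median log2 differences of the markers of glomerular cell types lay above 0 in Dahl rats against SHR rats, and those of the tubule below 0. Of 23 podocyte markers, 11 were higher and none was lower (11 higher when adjusted over the list alone), with a median log2 difference of 0.40 (adjusted p = 3.48e-07 from camera with a preset correlation, adjusted p = 0.307 with an estimated correlation). Examples are the filament gene Nes (1.36) and Plce1, a phospholipase gene (0.74). Of 18 endothelial markers, 9 were higher and none was lower (11 higher when adjusted over the list alone), among them Nos3, which encodes endothelial nitric oxide synthase (1.28), and Tie1 (0.55). Their median was 0.42 (adjusted p = 8.74e-06, adjusted p = 0.249 with an estimated correlation). Of 18 mesangial and smooth muscle markers, 9 were higher, including Serpine2 (2.31) and the smooth muscle actin gene Acta2 (0.82), and 1 was lower, Pde3a (-0.055). When adjusted over the list alone, 11 were higher and 2 lower, and the median was 0.67 (adjusted p = 4.67e-05, adjusted p = 0.183 with an estimated correlation). Of 27 proximal tubule markers, 5 were lower, among them Cyp2e1 (-2.49) and the fatty acid transporter gene Slc27a2 (-1.95), and 1, Slc7a13, was higher (0.85). Their median was -1.08 (adjusted p = 0.0027, adjusted p = 0.532 with an estimated correlation), and none passed when adjusted over the list alone. Genes of the basement membrane and matrix were higher in 20 of 35 cases and lower in 2, Lum (-0.063) and Postn (-0.13), with 21 higher and 2 lower when adjusted over the list alone. The falls of Pde3a and Lum are of the size of the shift of the 2 dimmest groups of probe sets (medians of -0.058 and -0.11). Col1a1 was higher by 2.64, the fibronectin gene Fn1 by 2.14 and the gelatinase gene Mmp2 by 1.83, and the median was 0.44 (adjusted p = 2.77e-09, adjusted p = 0.183 with an estimated correlation). Of 27 genes of the major histocompatibility complex and the interferon response, 19 were higher, such as RT1-Db1 (1.57), and 3 were lower, RT1-A3 (-2.29), RT1-CE16 (-0.59) and RT1-N2 (-0.17). Whether variants between the strains under the probes bear on these counts was not tested. When adjusted over the list alone, 21 were higher and 3 lower, and the median was 1.17 (adjusted p = 1.47e-07, adjusted p = 0.237 with an estimated correlation). In the same arrays, 23 leukocyte markers had a median of 0.64 (adjusted p = 0.0191, adjusted p = 0.249 with an estimated correlation), which is not separated from this difference. The score of the proximal tubule markers, the median over the list of each gene's deviation from its mean, was 0.17, -0.053, -0.18 and -2.02 in the Dahl rats and 0.69, 0.90, 0.25 and 0.41 in the SHR rats. With this score as a covariate, chosen after the data were seen, 415 probe sets differed. The slope of the score comes from differences within groups, by far the largest between the 2 Dahl 6 weeks rats (-0.18 and -2.02). That fit thus mainly carries the deviation of 1 array and cannot decide the part of tubular RNA. In the fit with no covariate, 4453 differed when Dahl 6 weeks replicate 2, which had the lowest score, was left out. The calls of Nos3, Tie1, Plce1, Cyp2e1 and Slc27a2 were also lost without other single arrays, for example without SHR 6 weeks replicate 2 (log2 differences of 1.24, 0.61, 0.74, -2.31 and -1.95).

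**Figure D1:**
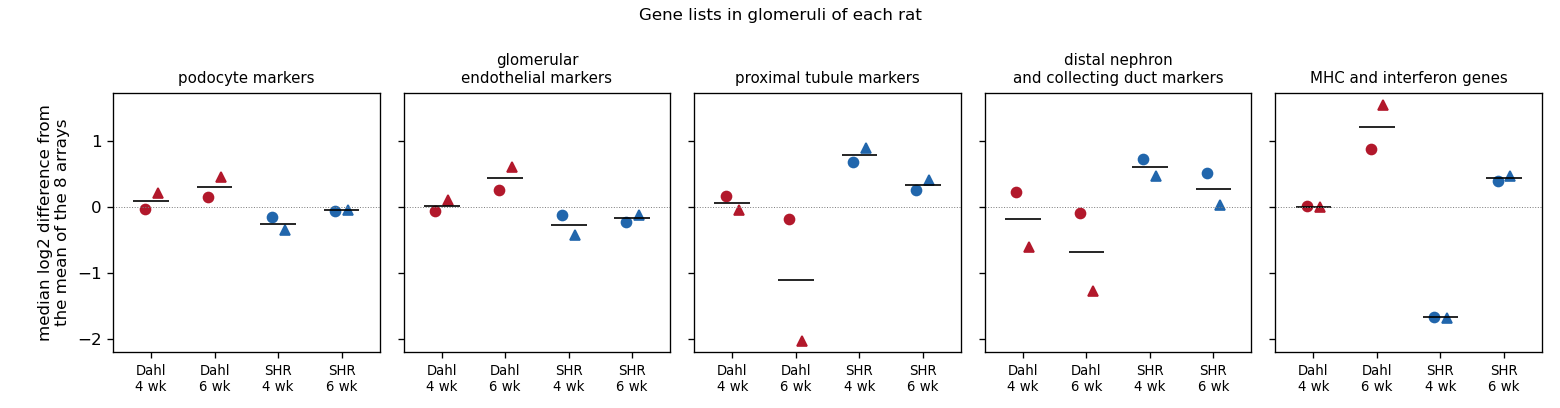
Score of 5 marker lists (vertical axis, log2) in each rat, by strain and age. Circles are replicate 1, triangles replicate 2, black bars the mean of the 2 rats and the dotted line a score of 0. The proximal tubule score of Dahl 6 weeks replicate 2 lies at -2.02, and the other 7 rats lie between -0.18 and 0.90.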

First, we investigated differences in the gene expression between Dahl rats and SHR rats using microarray analysis. 

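Of the 28 cytoskeleton-related genes of Table 1, 24 are named alone on at least 1 probe set in the array annotation used, and 18 of these differed between Dahl rats and SHR rats. Those higher in Dahl rats were Ppl, Dnm1, Svil, Wdr44, Arpc1b, Mapre1, Cald1, Map3k1, Sirpa, Pls3, Tpm4, Cap1, Shc1, Klc1, Msn, Akt1 and Akap2, and Pmfbp1 was lower. Their folds over SHR rats ran from 1.24 for Akap2, annotated as Pakap, to 4.16 for Ppl, and 15 of the 17 higher genes exceeded 1.5-fold. The list includes genes that bind or bundle actin, such as Svil (2.62-fold), Pls3 (1.75-fold) and Tpm4 (1.72-fold). The 4 dimmer probe sets of Svil had log2 differences of -0.32, -0.22, -0.079 and -0.052. Arpc1b, a subunit of the complex that starts branched actin filaments, was higher by 1.89-fold, and Msn, which links actin to the membrane, by 1.54-fold. Genes of microtubules were among them too, with Mapre1, which binds growing microtubule ends, higher by 1.81-fold and the kinesin light chain gene Klc1 by 1.56-fold. Over the whole list, the median log2 difference was 0.65 (adjusted p = 5.89e-09 from camera, adjusted p = 0.237 with an estimated correlation). When adjusted over the list alone, 18 were higher and 2 lower, Pmfbp1 and Arhgef17. The study chose the list on these arrays, so the counts are not independent evidence of its direction. For 19 of the measured genes more than 1 probe set exists, and the fold depends on which is taken. With the probe set of the largest difference, chosen after the values were seen, all 24 passed in the listed direction. The tubular marker score was lower in every Dahl rat than in every SHR rat, and with this score as a covariate, chosen after the data were seen, 4 of the 23 measured genes listed as higher passed, against 17 without it. That fit rests mainly on the deviation of Dahl 6 weeks replicate 2 within its group, so it cannot decide the part of tubular RNA. The median log2 difference of the 23 went from 0.66 to 0.51 and the number above 0 from 22 to 20, at residual degrees of freedom of 4 and 3. Of these 23, 15 passed without Dahl 6 weeks replicate 2, 10 without Dahl 4 weeks replicate 2, 11 without SHR 4 weeks replicate 2 and 9 without either of the SHR 6 weeks arrays.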

With respect to cytoskeleton‐related genes, we found 28 genes that were differentially regulated between Dahl rats and SHR rats (Table 1). Of these 28 genes, 26 were significantly upregulated (including *Dnm1*), and two genes (*Spna1* and *Pmfbp1*) were downregulated.

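Ppl, which encodes periplakin, a binding protein of intermediate filaments, had the largest rise, with a log2 difference of 2.06 (standard error 0.089, adjusted p = 0.00206 from limma). Dnm1 was higher by 1.75 (standard error 0.17, 3.37-fold, adjusted p = 0.00826). Its log2 value was 7.31 ± 0.12 (SD, n = 4) in Dahl rats and 5.56 ± 0.30 (SD, n = 4) in SHR rats. Every Dahl rat lay above every SHR rat (exact two-sided permutation test, p = 0.0286, the smallest p that 4 rats against 4 allow). Dnm1 was higher in Dahl rats at 4 weeks (3.14-fold, adjusted p = 0.0249) and at 6 weeks (3.61-fold, adjusted p = 0.0392). With the tubular marker score as a covariate, the difference in Dnm1 was 1.77, with a standard error of 0.30 and an adjusted p of 0.0888. Pmfbp1, the measured gene of those listed as lower, had a log2 difference of -2.81 (standard error 0.15, 0.142-fold, adjusted p = 0.00279), from low values of 2.01 to 2.35 in the Dahl rats, so the size of this fall is uncertain. The 6 genes listed as higher that did not pass were Parva (log2 difference 0.39, adjusted p = 0.0511), Myo1c (0.36), Actr1a (0.14), Tpm1 (0.13), Eml4 (0.049) and Arhgef17 (-0.33). Of the 23 measured genes listed as higher, 14 passed at 4 weeks and 4 at 6 weeks, or 18 and 15 when adjusted over the list alone. The test of the strain difference between the ages gave a median of -0.15 for the list (adjusted p = 0.0921 from camera). The paper takes the differential regulation of cytoskeleton-related genes as additional evidence of a disrupted cytoskeletal architecture in Dahl rats.

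**Figure D2:**
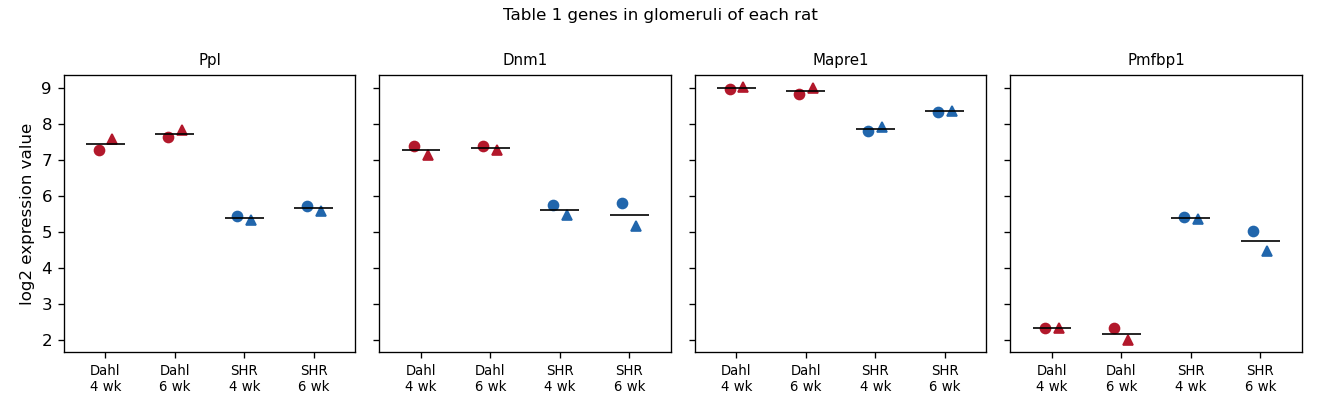
Log2 expression value (vertical axis) of Ppl, Dnm1, Mapre1 and Pmfbp1 in each rat, by strain and age. Circles are replicate 1, triangles replicate 2 and bars the mean of the 2 rats. Dnm1 lay between 7.14 and 7.40 in the Dahl rats and between 5.16 and 5.82 in the SHR rats.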

### Glomerular *Dnm1* and *Dnm2* mRNA – but not dynamin protein area expression – are increased in Dahl rats prior to the onset of proteinuria

Next, we measured glomerular dynamin expression in the Dahl salt‐sensitive spontaneously proteinuric and hypertensive rat model (referred to here as simply Dahl rats) and the spontaneously hypertensive rat (SHR). Dahl rats under a low dietary salt intake developed significant proteinuria beginning at 6 weeks of age; in contrast, SHR rats did not develop proteinuria, even at 10 weeks of age (Figure 1A). Consistent with the spontaneous hypertension phenotype, both strains developed hypertension to a similar extent beginning at 8 weeks of age (Figure 1B).

**Figure 1:**
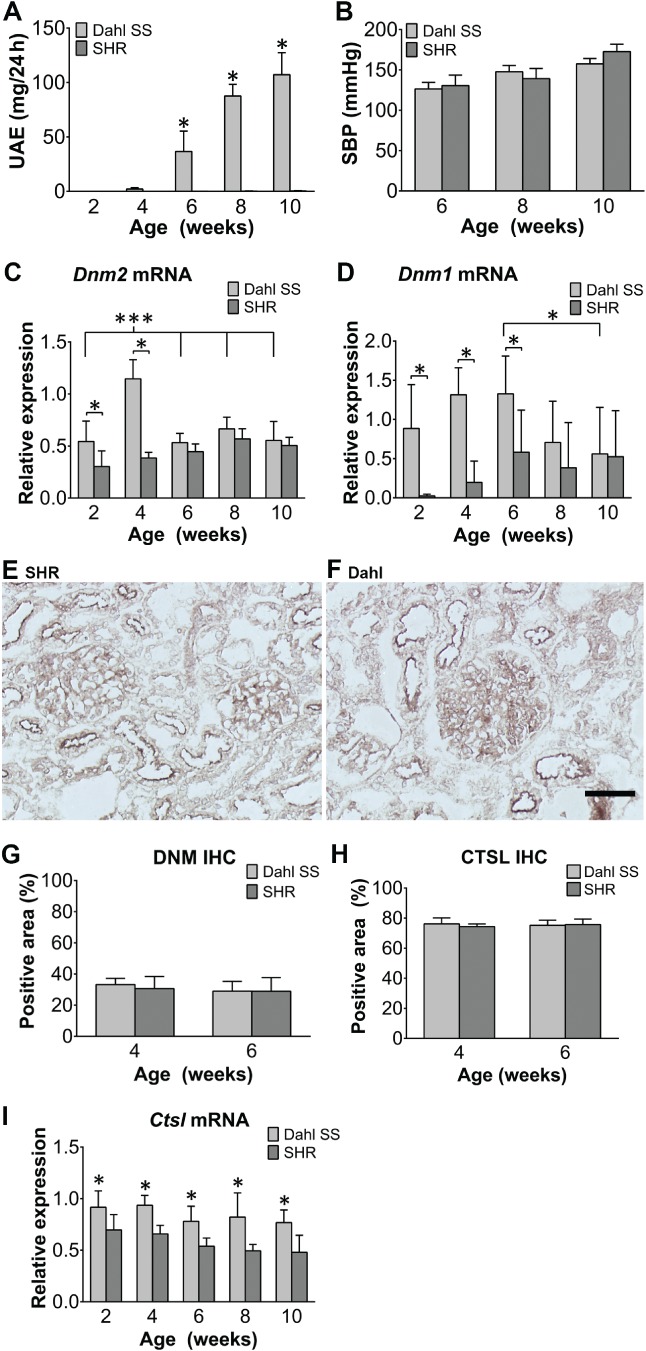
Glomerular *Dnm2 and Dnm1* mRNA levels – but not dynamin protein levels – are increased in Dahl rats prior to the onset of proteinuria. (A, B) Summary of urinary albumin excretion (UAE) (A) and systolic blood pressure (SBP) (B). (C, D) Summary of glomerular *Dnm2* mRNA (C) and *Dnm1* mRNA (D). (E, F) Example images of glomeruli from an SHR rat (E) and a Dahl rat (F) immunostained for dynamin. Similar to the pattern seen in human kidney sections, dynamin protein was present in podocytes and the tubular brush border. (G–I) Summary of the percent glomerular positive area for dynamin protein (G), the percent glomerular positive area for cathepsin L protein (H), and glomerular cathepsin L (*Ctsl*) mRNA (I) in Dahl and SHR rats at the indicated ages. No difference was seen for either dynamin or cathepsin L percent glomerular positive area. *p < 0.05 versus the SHR group. The images in E and F were taken at the same magnification. Scale bar = 50 μm.

As *Dnm2* is the ubiquitous and prevalent form of dynamin, we measured both glomerular *Dnm2* and *Dnm1* mRNA levels (Figure 1C,D, respectively). When analyzing only the Dahl group, no significant differences in glomerular *Dnm2* mRNA levels were seen between weeks 2, 6, 8, and 10. However, these levels were higher at 4 weeks of age than at all other time points (*p* < 0.0001 compared with weeks 2, 6, 8, and 10; Figure 1C). In SHR rats, a significant difference in glomerular *Dnm2* levels was found when week 2 was compared with weeks 8 and 10 (*p* < 0.001 and *p* < 0.01, respectively) and also between weeks 4 and 8 (*p* < 0.05, Figure 1C). A similar analysis of glomerular *Dnm1* mRNA levels in Dahl rats showed a gradual increase from week 2 to week 6, after which the levels decreased. This difference is significant between weeks 6 and 10 (*p* < 0.05, Figure 1D). SHR rats showed very low expression of glomerular *Dnm1* mRNA at week 2 which increased slightly, but not significantly, up until 6 weeks (Figure 1D). None of the differences in mRNA levels at the different time points were significant in this group. When comparing dynamin mRNA levels between Dahl and SHR rats, the level of glomerular *Dnm2* mRNA was significantly increased in Dahl rats compared with SHR rats at 2 and 4 weeks of age (Figure 1C, *p* < 0.05 and *p* < 0.0001, respectively). Glomerular *Dnm1* mRNA was significantly higher in Dahl rats than in SHR rats at 2, 4, and 6 weeks of age (Figure 1D). Interestingly, the levels of both *Dnm1* mRNA and *Dnm2* mRNA at 2 weeks of age were higher in Dahl rats than in SHR rats, which is before the onset of proteinuria (i.e. at 6 weeks of age). Also, when comparing the different age groups, animals that will become proteinuric (i.e. the Dahl rats) have an increase in glomerular *Dnm2* expression prior to the onset of proteinuria. When comparing PCR *C*_t_ values, *Dnm2* mRNA levels were found to be more than ten times higher than *Dnm1* levels. With respect to dynamin protein levels, immunohistochemistry revealed that the protein was present at the tubular brush border and in podocytes in both Dahl and SHR rats (Figure 1E,F) at similar levels at both 4 and 6 weeks of age (i.e. after Dahl rats develop proteinuria) (*p* = 0.6, Figure 1G).

### *Ctsl* mRNA levels – but not protein area expression – are higher in Dahl rats than in SHR rats

Cathepsin L, encoded by the *Ctsl* gene, is an enzyme that cleaves dynamin 3. We therefore measured the expression of cathepsin L in the glomeruli of Dahl and SHR rats using RT‐PCR (Figure 1I). We found that *Ctsl* mRNA levels were significantly higher in the glomeruli of Dahl rats compared with SHR, ranging from 1.3‐fold to 1.7‐fold higher, at all ages tested (*p* < 0.01). Immunohistochemistry revealed that there was no difference between Dahl and SHR rats in the glomerular cathepsin L‐positive area (*p* = 0.11 and *p* = 0.70 at 4 and 6 weeks of age, respectively; Figure 1H).

### Knocking down dynamin translation causes proteinuria

Next, we knocked down dynamin expression in zebrafish embryos using morpholino injection followed by injection of a mixture of 3 and 70 kDa dextran tracers (Figure 2A,B). As a positive control for inducing proteinuria, a separate group of embryos received an injection of puromycin aminonucleoside (PAN). We then quantified the reabsorption of dextran droplets. Our analysis revealed that the mean number of 3 kDa dextran droplets was similar between control zebrafish (which received an injection of a scrambled morpholino), dynamin‐knockdown zebrafish, and PAN‐injected zebrafish (*p* = 0.96, Figure 2C), indicating that knockdown of dynamin in this model does not significantly affect tubular reabsorption. In contrast, the dynamin‐knockdown zebrafish had significantly more reabsorption of 70 kDa droplets compared with control zebrafish (*p* < 0.0001, Figure 2D), indicating that loss of dynamin increases glomerular permeability, as also shown in the zebrafish model by Schiffer *et al* 7.

**Figure 2:**
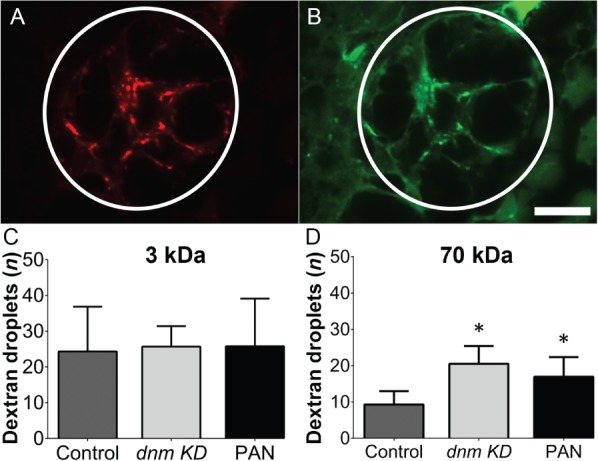
Blocking the translation of *dnm* mRNA in zebrafish embryos causes proteinuria. Wild‐type zebrafish embryos were injected with an anti‐*dnm* morpholino or a scrambled control morpholino, followed by a mixture of 3 and 70 kDa dextran molecules. (A, B) Representative fluorescence images of the proximal tubule epithelial cells (circled structure) in a dynamin‐knockdown zebrafish embryo. (C, D) The number of fluorescent droplets below the luminal surface was counted in control embryos, dynamin‐knockdown embryos, and wild‐type embryos injected with puromycin aminonucleoside (PAN) as a positive control for increased glomerular permeability. *p < 0.05 versus control. A digital high‐pass filter has been placed over panels A and B to enhance the contrast between reabsorption droplets and the surrounding tissue. The images in A and B were taken at the same magnification. Scale bar = 10 μm.

### Dynamin protein levels are increased in the glomeruli of patients with proteinuria

Finally, we examined the expression of dynamin in the kidneys of patients with proteinuria (Figure 3A–D). Biopsies were obtained from patients with proteinuric kidney disease and control subjects, and stained by immunohistochemistry for the presence of dynamin. Positive staining was found primarily in podocytes, at the tubular epithelial brush border, and in endothelial cells of larger vessels. When individual disease groups were compared with the controls, the glomeruli of patients with minimal change disease (MCD) and lupus nephritis (LN) had a significantly higher dynamin‐positive area percentage (*p* = 0.03 and *p* = 0.04, respectively; Figure 3I). No scarred glomeruli were included in these analyses. No correlation was found between proteinuria levels and dynamin expression levels (Figure 3K).

**Figure 3:**
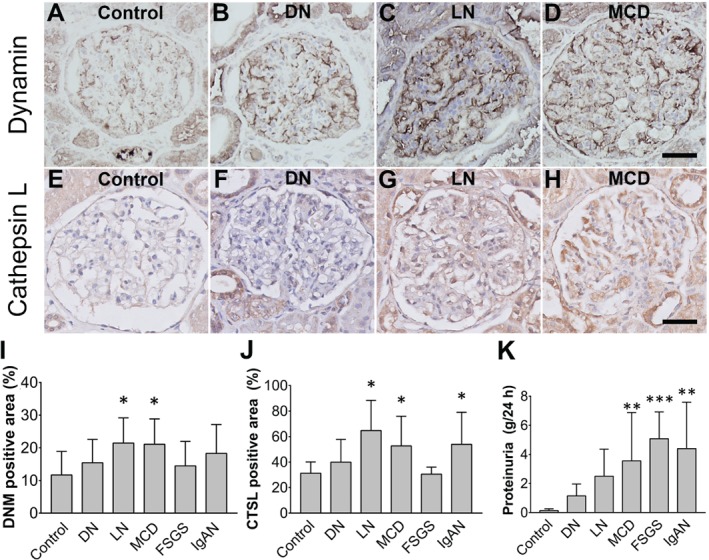
Glomerular dynamin protein levels are increased in human proteinuric kidneys. (A–H) Representative images of glomeruli immunostained for dynamin (A–D) or cathepsin L (E–H) in a healthy control subject (A, E), a patient with diabetic nephropathy (B, F), a patient with lupus nephritis (C, G), and a patient with minimal change disease (D, H). (I, J) Summary of the percent glomerular positive area for dynamin (I) and cathepsin L (J) in patients with the indicated proteinuric kidney diseases. Dynamin protein expression is significantly higher in LN and MCD compared with control; *p < 0.05 versus control. Cathepsin L protein expression is significantly higher in LN, MCD, and IgAN compared with control; *p < 0.05 versus control. (K) Summary of the proteinuria data of the different patient groups. No correlation was found between the level of proteinuria and dynamin staining. Patients with MCD, FSGS, and IgAN all had significantly more proteinuria than control patients; **p < 0.01, ***p < 0.001. MCD, minimal change disease; FSGS, focal segmental glomerulosclerosis; IgAN, IgA nephropathy; LN, lupus nephritis; DN, diabetic nephropathy. All images were taken at the same magnification. Scale bar = 50 μm.

### Cathepsin L protein levels are also increased in the glomeruli of patients with proteinuria

The same cohort was also stained by immunohistochemistry for the presence of cathepsin L (Figure 3E–H). We found a significantly higher glomerular cathepsin L‐positive area percentage in patients with MCD, LN, and IgA nephropathy (IgAN; *p* < 0.0001 compared with controls in all three groups, Figure 3J). A positive correlation was found between the glomerular positive area percentages for dynamin and cathepsin L (*r* = 0.928, *p* = 0.0075).

## Discussion

Here, we have investigated dynamin expression under proteinuric conditions in both patients and rats. In addition, we examined whether dynamin is involved in glomerular proteinuria, tubular proteinuria, or both. We found a significant increase in the glomerular levels of *Dnm2* and *Dnm1* mRNA in Dahl rats prior to the onset of albuminuria. We also showed that knocking down dynamin translation results in proteinuria in a zebrafish embryo model. Lastly, we found that the glomerular levels of dynamin and cathepsin L protein are significantly increased in patients with proteinuric kidney disease.

Our finding of increased dynamin protein and *Dnm1* and *Dnm2* mRNA levels in proteinuric disease, combined with the results of Soda *et al* 4 showing that dynamin knock out results in proteinuria, leads to the following two hypotheses on dynamin's role in GFB integrity. First, a minimum level of dynamin may be required for adequate GFB integrity; thus, if this level is not reached, GFB integrity is lost. Second, when the GFB is under stress, dynamin may be upregulated in an attempt to maintain or restore GFB integrity. We previously studied the expression of proteins required for proper GFB function in patients with acquired proteinuria and found changes that suggest a compensatory mechanism 19. Thus, disease progression may occur when this compensatory mechanism becomes saturated or exhausted.

In Dahl rats, which spontaneously develop proteinuria, we found that the levels of *Dnm1* and *Dnm2* mRNA are increased prior to the onset of proteinuria, a symptom that manifests only when protein is present in excreted urine. Proteinuria occurs when proteins pass through the GFB and are not sufficiently reabsorbed by the tubular system, due to either saturation or malfunction of the tubular reabsorption process. Thus, the increase in glomerular *Dnm1* and *Dnm2* mRNA levels prior to the onset of proteinuria might reflect a compensatory mechanism in response to an early, presymptomatic increase in GFB permeability that does not yet lead to actual proteinuria. However, as proteinuric disease progresses, this compensatory system can become exhausted, thereby failing to prevent the onset of proteinuria. This hypothetical process is depicted schematically in Figure 4.

**Figure 4:**
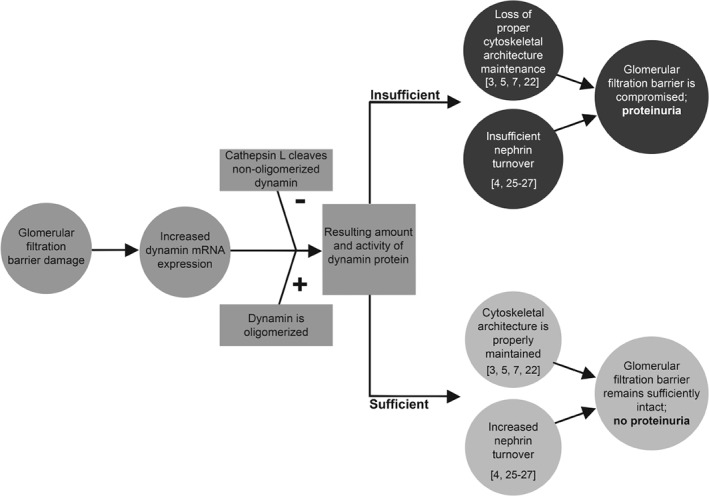
Increased dynamin expression precedes proteinuria. Flow chart illustrating the proposed compensatory mechanism in response to impaired integrity of the glomerular filtration barrier, in which increased dynamin expression precedes proteinuria. After damage to the glomerular filtration barrier, *DNM1* and *DNM2* are upregulated, leading to increased levels of *DNM1* and *DNM2* mRNA. Whether this increase results in increased levels of dynamin protein depends on the oligomerization status of dynamin and the activity of cathepsin L, which selectively cleaves non‐oligomerized dynamin 3. If the total amount of dynamin is sufficient, the glomerular filtration barrier remains intact, preventing the onset of proteinuria. However, if dynamin levels are insufficient – and/or if this compensatory response is exhausted – proteinuria develops. The suggested mechanisms of cytoskeletal architecture maintenance and nephrin turnover have been reported by others 3, 4, 5, 7, 8, 22, 23, 24.

Interestingly, we found that while animals that will become proteinuric (Dahl rats) express both more glomerular *Dnm2* and *Dnm1* mRNA before the onset of proteinuria, this does not result in an increase in dynamin protein. However, since dynamin is a regulatory GTPase, it is not necessary to have an increase in protein level to have an altered intracellular activity. Also, cathepsin L‐mediated cleavage of dynamin may be increased and cause a decrease in dynamin protein staining 3. In humans, we found that there is indeed an increase in glomerular cathepsin L protein which directly and strongly correlated with glomerular dynamin protein levels, as also observed by Sever *et al* 3. Cleavage of dynamin by cytosolic L generates a 40 kDa N‐terminal fragment of dynamin. As the used antibody recognizes an epitope of residues 822–838 of dynamin, these fragments were not identifiable in the immunohistochemistry experiments performed in this study. In our study, we found significantly higher levels of *Ctsl* mRNA in Dahl rats at all ages investigated, suggesting that in this rat model both the transcription and the post‐translational cleavage of dynamin are increased. Although the Hudy 1 antibody used does not distinguish between DNM1 and DNM2 proteins, the higher *Dnm2* mRNA levels suggest that *Dnm2* is the more prevalent type of dynamin, as also reported by others 4.

We found that the glomerular levels of dynamin protein were increased primarily in patients with minimal change disease (MCD) and lupus nephritis. Schiffer *et al* recently proposed that dynamin's principal role in maintaining podocyte structure and preventing proteinuria is independent of the underlying disease pathogenesis 7 Our results are consistent with this notion, given that lupus nephritis is considered to be immunological in origin, whereas MCD is not 20, 21.

Sever *et al* previously reported that the levels of *CTSL* mRNA were increased in the glomeruli of patients with acquired proteinuric disease 3. Notably, the levels of *CTSL* mRNA expression were increased in patients with focal segmental glomerulosclerosis (FSGS) and in patients with diabetic nephropathy, but not in patients with MCD. Interestingly, we found that dynamin expression was significantly increased in patients with MCD, but not in patients with FSGS or diabetic nephropathy; Sever *et al* did not measure *CTSL* mRNA in patients with lupus nephritis. In our study, we found significantly more cathepsin L protein in the glomeruli of patients with MCD, lupus nephritis, and IgA nephropathy. Although we did see an increase in the glomerular cathepsin L‐positive area percentage in DN patients, as also reported by Sever *et al*, this increase was not statistically significant.

Thus, taken together, these results suggest that in human proteinuric disease, the interplay between cathepsin L and dynamin is part of a regulatory system influenced by proteinuria, as proposed previously 3.

Dynamin's protective effect on the GFB could be effected through its role in nephrin turnover, as suggested by other groups 4, 22, 23, 24. Nephrin (encoded in rats by the *Nphs1* gene) is a core component of the glomerular slit diaphragm 25. In podocytes, nephrin is internalized by clathrin‐mediated endocytosis and clathrin‐independent raft‐mediated endocytosis, both of which are dynamin‐dependent processes 23. We previously reported that *Nphs1* mRNA levels are increased significantly in Dahl rats by 10 weeks of age, although the pattern of nephrin protein is focal and segmental rather than linear, and effacement of the podocyte foot process occurs 26. In this study, we found that the levels of *Dnm1* and *Dnm2* mRNA are significantly lower at 10 weeks of age compared with younger ages. These results suggest that the relative decrease in *Dnm1* and *Dnm2* mRNA in Dahl rats at later ages results in a loss of sufficient nephrin turnover, which then leads to reduced protection against podocyte pathology.

Dynamin also directly interacts with the actin cytoskeleton, as shown by others 3, 5, 7, 8. Consistent with this structural role, our microarray analysis revealed additional evidence that the cytoskeletal architecture is disrupted in Dahl rats, given the differential regulation of cytoskeleton‐related genes. 

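Some other genes of the cytoskeleton, outside Table 1, were also higher in glomeruli of Dahl rats than of SHR rats, and a few were lower. Of 57 further genes of the actin cytoskeleton, 25 were higher and none was lower over both ages, with 18 higher at 4 weeks, or 30 higher and 1 lower when adjusted over the list alone (median log2 difference 0.43, adjusted p = 5.27e-12, adjusted p = 0.210 with an estimated correlation) and only Lima1 at 6 weeks (0.72), also when adjusted over the list alone (median 0.093, adjusted p = 0.00141, adjusted p = 0.361 with an estimated correlation). The test of the difference between the ages gave a median of -0.31 (adjusted p = 1.10e-06, adjusted p = 0.470 with an estimated correlation), with Myh10 (-1.30) and Myl9 (-1.58) past the threshold and 8 lower when adjusted over the list alone. The actin-bundling gene Lcp1 was higher by 1.66 on the log2 scale (standard error 0.19), Tagln by 1.20 (standard error 0.083) and the tropomyosin gene Tpm2 by 1.10 (standard error 0.12). The median of this list was 0.25 (adjusted p = 2.77e-09 from camera, adjusted p = 0.183 with an estimated correlation), and 28 were higher and 2 lower when adjusted over the list alone. Of 25 genes of microtubules and intermediate filaments, 13 were higher, including the desmin gene Des (1.68) and the tubulin gene Tubb2a (1.06). The keratin genes Krt8 (-1.08), Krt7 (-0.74) and Krt18 (-0.45) were lower, as was Map1b (-0.63). The median of this list was 0.42 (adjusted p = 0.000522, adjusted p = 0.249 with an estimated correlation), with 14 higher and 5 lower when adjusted over the list alone. Of 38 genes of dynamin and clathrin endocytosis, Dnm1 among them, 7 were higher, such as Sh3kbp1 (0.86) and the clathrin light chain gene Cltb (0.72). The adaptor gene Ap2s1 was lower (-0.78), and the counts were the same when adjusted over the list alone. The median was 0.14 (adjusted p = 0.0027, adjusted p = 0.249 with an estimated correlation). Markers of the distal nephron and collecting duct differed the other way in the same arrays: 6 of 20 were lower and none was higher, both over all probe sets and when adjusted over the list alone. They include the calbindin gene Calb1 (-2.11) and Scnn1a, a subunit of the epithelial sodium channel (-1.27). Their median was -0.81 (adjusted p = 0.00119, adjusted p = 0.486 with an estimated correlation). The medians of the leukocyte markers (0.64) and of the mesangial and smooth muscle markers (0.67) lay above 0. Whether these cells have a part in the rises of cytoskeletal genes was not tested. The fit with the tubular marker score as a covariate rests mainly on the deviation of Dahl 6 weeks replicate 2. In it, the calls of Lcp1, Des, Tubb2a, Cltb and Ap2s1 were lost, at log2 differences of 1.46, 1.36, 0.93, 0.51 and -0.68 (adjusted p of 0.111, 0.0767, 0.0654, 0.0693 and 0.122). Without SHR 6 weeks replicate 2, that of Sh3kbp1 was lost (log2 difference 0.84, adjusted p = 0.0517).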

Further studies will likely provide new insight into how the actin cytoskeleton is regulated under proteinuric conditions.

In conclusion, our results provide evidence that dynamin expression is increased in human proteinuric disease. Moreover, we propose that a minimum level of dynamin is required for GFB integrity, and increases in *Dnm1* and *Dnm2* mRNA are part of a compensatory mechanism that supports GFB integrity under stressful conditions. Given that this mechanism seems to play a role in patients with proteinuric kidney disease, dynamin may represent a promising target for therapeutic intervention.

## Author contributions statement

RKh designed and performed experiments, analyzed data, and wrote the paper. KK designed and performed experiments. HPS, RKr, PCWH, and JAB provided conceptual advice. HJB designed experiments and provided technical support and conceptual advice. All authors had final approval of the submitted and published versions.

How the deposited data were processed for this re-analysis (not part of the article)

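Glomerular RNA of Dahl rats and SHR rats aged 4 and 6 weeks was measured on Affymetrix rat genome arrays, with 1 array for each of 2 rats per strain and age (8 arrays in 4 groups). The log2 values were used as deposited: the authors had corrected them for background, normalized them between arrays and summarized them per probe set, with RMA and GCRMA named in their notes and no versions given. Which of these made the values, and the days on which the arrays were processed, are not given in the sources used here. No further normalization was applied.

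Of 31099 probe sets, 57 controls were left out and 31042 tested. The annotation of the array named 1 gene for 20826 of them and several for 436, which were given no gene name, and it listed no gene for 9780. It gave 14217 genes, of which 4525 have several probe sets, and each gene is represented by the probe set with the highest mean over all arrays. No genome sequence of the rat was used, and no coordinates are given. Every array held the Y-linked Eif2s3y at 9.08 to 9.50 and the X-linked Xist at 2.44 to 2.89, and the rats are stated to be male.

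A model of the 4 group means was fitted with limma 3.58.1 in R 4.3.3, which leaves 4 residual degrees of freedom and 0.921 prior ones. From it came Dahl minus SHR over both ages, at 4 weeks and at 6 weeks, 6 weeks minus 4 weeks in each strain, and the interaction of strain and age (the strain difference at 6 weeks minus that at 4 weeks). Adjusted p values are those of Benjamini and Hochberg over all probe sets tested, at a threshold of 0.05. Dnm1, Dnm2 and Ctsl were also compared by exact two-sided permutation tests of 4 Dahl against 4 SHR rats. On simulated data of the same design and size, limma called 56% of 100 probe sets changed by 1 and 87% of 100 changed by 2 on the log2 scale, none with the wrong sign, and 10 unchanged ones. Far more probe sets differed in the real arrays, so these shares do not carry over to them. The number of arrays limits the precision.

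In all, 20 gene lists were tested with camera at a preset correlation between genes of 0.01, and again with an estimated correlation and with fry, each adjusted over the 20 lists. They hold the genes of Table 1, other genes of the actin cytoskeleton, microtubules and intermediate filaments, dynamin and clathrin endocytosis, and cathepsins and lysosome. Others hold markers of podocytes, glomerular endothelium, mesangial and smooth muscle cells, the juxtaglomerular and renin-angiotensin system, proximal tubule, distal nephron, parietal epithelium and injury, leukocytes and erythroid cells. The rest hold genes of basement membrane and matrix, of the major histocompatibility complex and interferon response, of the cell cycle, of the immediate early and heat shock response and of mitochondrial respiration. A list's score in an array is the median of its genes' deviations from their means over the 8 arrays, and the tubular marker score is that of 27 proximal tubule markers. As a covariate it is added to the group means, so its slope rests on differences within groups, mainly that between the 2 Dahl 6 weeks rats. The results of 1 further list are left out. Counts adjusted over the list alone use only the p values of its members. No count takes out the shift of the 2 dimmest groups of probe sets (medians of -0.058 and -0.11), so falls of that size are uncertain.

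The genes named are those of Table 1, Dnm1, Dnm2, Dnm3, Ctsl, Nphs1, Hprt1 and Pdpn, the 10 largest rises and the 10 largest falls over both ages among genes that passed with every Dahl rat on the same side of every SHR rat at both ages, the 5 largest in each direction for the other comparisons, and up to 4 members of each list with the smallest p. Further list members, such as Kif11, Krt7 or Mrc1, are named because few members of their list went that way and were chosen after their values were seen. The comparisons, the rule for named genes, the lists and the alternatives were set before the data were examined, except for the tubular marker score as a covariate and the probe set with the largest difference. The folds of Table 1 had been read in the paper before these choices.

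The alternatives were an intensity trend with robust variance, quantile normalization, median centring, the brighter of the probe sets by their median, the replicate number as a block, each array left out in turn, an additive model, strain alone, only the arrays of 1 age, other choices of probe set, other thresholds, unlogged means, and the methods' t-test. The paper's statistics section names Student's unpaired test for comparisons of this kind and the paper's text names no test for the arrays themselves. The pathway step with Gene Ontology Tree Machine and the global test was not repeated.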

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

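The fit with the tubular marker score as a covariate, the comparison of the largest rises with glomerular markers, the test of the strain of the array Dahl 6 weeks replicate 2 and both tests of the cell cycle genes were chosen only after the results were seen, and the test of tubular markers in that array was chosen after correlations between arrays had been seen but before its marker values were.

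Far from the other rats of its strain. In 100 groups of 4 rats of one strain, both ages together, 6 held a rat at a distance by Dixon's test, where chance gives 5. In Dahl 6 weeks replicate 2, the score of the proximal tubule markers was -2.02 (-0.18 to 0.17 in the other Dahl rats), that of cathepsin and lysosome genes -0.25 (0.015 to 0.050) and the log2 value of Pmfbp1 2.01 (2.33 to 2.35). In SHR 4 weeks replicate 2, Tpm1 was 11.40 (11.70 to 11.74 in the other SHR rats) and Myo1c 9.11 (9.69 to 9.76). In SHR 6 weeks replicate 2, Wdr44 was 4.73 (4.91 to 4.93).

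The proximal tubule markers of Dahl 6 weeks replicate 2 lay below those of Dahl 6 weeks replicate 1 in 27 of 27 cases, by a median log2 difference of -1.82, and its podocyte markers lay above by 0.31. A candidate explanation is less tubular RNA in that array, since these markers are abundant in the preparations (mean log2 values of 10.87 for Cyp2e1 and 10.85 for Slc27a2) and belong to no other list. A rat of the SHR strain under this label is argued against, since over the 90 probe sets higher in Dahl rats by at least 2 on the log2 scale without this array it lay at 1.22 of the way from the SHR mean to the mean of the other Dahl rats in the median (quartiles 1.07 to 1.37). A change in the tubules of this rat, which was of the age at which the paper places the start of proteinuria, stays open and was not tested, nor was an exchange with another Dahl rat.

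The strain difference over both ages was larger than chance gives: 11228 probe sets differed by strain alone, and of the 35 splits of the arrays into 4 and 4 only this 1 gave as many, with 7 in the highest of the others. For the Table 1 genes, variants between the strains under single probes stay open. In the median, the log2 differences of 27 other bright probe sets of these genes were 1.76 times that of the representative one. The quartiles were 1.12 to 3.35. But the study chose the list on these arrays. In it, 15 genes carry the fold of a dimmer probe set that has the largest difference, and Klc1 that of another dimmer one. This choice raises the ratio whatever the source. Proximal tubule markers (median log2 difference -1.08) and distal nephron markers (-0.81) were lower in Dahl rats, while the medians of podocyte, endothelial and mesangial markers were higher (0.40 to 0.67), which is consistent with less tubular RNA in the Dahl arrays. Whether this also covers the largest rises cannot be told apart from strain: 4 of the 17 genes that passed (Ppl, Dnm1, Svil and Wdr44) lay above 0.98, the 90th percentile of the glomerular markers, but the score is lower in every Dahl rat, and with it as a covariate only 4 of 23 genes passed (Ppl, Mapre1, Cald1 and Akap2, annotated as Pakap). The median log2 difference of the 23 went from 0.66 to 0.51 at a median standard error of 0.11 in both fits, those above 0 from 22 to 20, those at an unadjusted p under 0.05 from 18 to 15, the residual degrees of freedom from 4 to 3, and for Dnm1 the difference went from 1.75 to 1.77 and its standard error from 0.17 to 0.30, so that its call was lost with a larger error and not with a smaller difference. A difference between the strains in the glomerular cells themselves stays open.

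Different between the ages. The strain difference changed from 4 to 6 weeks for 161 probe sets, 73 up and 88 down. Leaving out 1 array gave 7 to 540, the lowest without SHR 6 weeks replicate 1 and the highest without Dahl 6 weeks replicate 1. The largest changes upward were those of the sulfotransferase gene Sult1a1 (5.05), Angptl4 (4.22), S100g (3.97), Dmbt1 (2.91) and Eif4ebp3 (2.87), and the largest downward those of Pclaf (-4.73), Nuf2 (-3.98), Nusap1 (-3.91), Ube2c (-3.91) and Cdkn3 (-3.83), all of which act in DNA replication or cell division. Among the lists, the median change was -2.08 for cell cycle genes, -0.53 for genes of the major histocompatibility complex and interferon response, -0.47 for matrix genes, -0.46 for leukocyte markers, -0.31 for other actin genes, -0.28 for mitochondrial genes, -0.24 for cathepsin and lysosome genes and 0.19 for endothelial markers. With an estimated correlation, the adjusted p of the cell cycle genes was 0.0217 and those of the other 7 lists ran from 0.352 to 0.785.

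The cell cycle genes fell with age in Dahl rats (median log2 change -0.95, adjusted p = 0.0294 with an estimated correlation), where 3 of 28 passed, Ube2c (-1.76), Ccna2 (-1.64) and Mki67 (-1.49), and 20 when adjusted over the list alone, and they rose in SHR rats (1.02, adjusted p = 0.0732 with an estimated correlation), with 13 of 28 past the threshold for the interaction and 24 when adjusted over the list alone (adjusted p = 5.29e-30 from camera). Less tubular RNA in some arrays as the source is argued against, though mainly by 1 pair of rats. The 2 Dahl 6 weeks rats lay far apart in the tubular marker score (-0.18 and -2.02) but had cell cycle scores of -0.46 and -0.35. With the tubular marker score as a covariate, a fit that rests mainly on this pair, the median was -2.16 and the adjusted p 3.35e-21. Dividing leukocytes as the whole source are argued against, since leukocyte markers had a median change with age of 0.60 in Dahl rats, where the cell cycle genes fell, and 1.64 in SHR rats. A different course of cell division with age in the 2 strains is a hypothesis that stays open, and neither the cells concerned nor the days on which the arrays were processed could be tested.

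In data the paper does not report. The paper compares no ages on the arrays. From 4 to 6 weeks, 25 probe sets changed in Dahl rats (16 up and 9 down) and 751 in SHR rats (467 up and 284 down). With 1 array left out these counts ran from 0 (without any 1 of the SHR arrays) to 1043 and from 64 to 940, and with the replicate block they were 3 and 360, so that no contrast between the strains is drawn from them.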

How the results depend on the processing

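The probe set with the largest difference and the tubular marker score as a covariate were chosen after the data were seen. Where a value moved, the cause was not tested unless it is given. Under the alternatives that keep the representative probe sets and both ages, Dnm1 stayed higher and past the threshold with a log2 difference of 1.59 to 1.92, except with the tubular marker score (1.77, adjusted p = 0.0888, with a standard error of 0.30 in place of 0.17), and Pmfbp1 stayed lower and past it under all that were run. Pmfbp1 is dim and was not tested among the brighter probe sets. Of 158 calls of named genes, 153 held after quantile normalization, 155 with the intensity trend and robust variance, 129 with the replicate block, 60 with the tubular marker score and 90 to 157 with 1 array left out, where the lone rat of a group is assumed to vary like the other groups.

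Over both ages, 10787 probe sets differed, and 4740 did after quantile normalization, 4776 among the brighter probe sets, where fewer are tested, 5598 with the replicate block, 415 with the tubular marker score, 2835 at 1.5-fold or more and 16891 at an adjusted p under 0.10. At 4 weeks (3738), the count was 10134 with the intensity trend and robust variance, 2028 with the replicate block, 1653 with the tubular marker score, 2112 at 1.5-fold or more, 7595 at an adjusted p under 0.10 and 761 with only the 4 arrays of that age, and the methods' t-test gave 9750 unadjusted and 0 adjusted. At 6 weeks (1017), these counts were 8488, 339, 28, 652, 4332, 2, 9192 and 4. The interaction (161) gave 31 with the replicate block and 434 at an adjusted p under 0.10. With age in Dahl rats (25), 47 passed among the brighter probe sets, 3 with the replicate block, 2 with the tubular marker score and 76 at an adjusted p under 0.10, and in SHR rats (751) 1205, 360 (681 with the tubular marker score) and 1568. Replicate numbers of different groups pair no rats that the sources name, and deviations of equal numbers correlated at -0.225 to 0.236. With 1 array left out, the counts ran from 2286 to 11471 over both ages, from 768 to 3905 at 4 weeks, from 63 to 3352 at 6 weeks, from 7 to 540 for the interaction, from 0 to 1043 with age in Dahl rats (2718 at an unadjusted p under 0.05 with all arrays) and from 64 to 940 with age in SHR rats. Table 1 genes called higher (17) were 4 with the tubular marker score and 4 at 6 weeks alone (15 when adjusted over the list alone), and 9 to 17 with 1 array left out.

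Directions turned as follows. With the probe set of the smallest p, RT1-Ba was -4.70 over both ages, -3.14 at 4 weeks and -6.26 at 6 weeks, Dnm3 -0.060, and Arhgef17 1.07, as it was with the largest difference. With the mean of the probe sets, Arhgef17 was 0.24 and RT1-Ba -0.11 at 6 weeks. With the tubular marker score, Dnm2 was 0.021, Tpm1 -0.14 and Eml4 -0.15. At 6 weeks alone, Dnm2 was 0.0052, Ctsl -0.018, Eml4 -0.011, Dnm3 -0.11, Mcm2 -0.20, Mcm6 -0.064, Mki67 -1.12 and Ccna2 -0.87, and at 4 weeks alone Clip1 was -0.039. Ctsl passed with the probe set of the smallest p (0.34), a choice that favours passing. With 1 array left out, Eml4 ran from -0.041 to 0.14, Dnm2 from -0.094 to 0.026 and Dnm3 from -0.058 to 0.42.

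Of the 20 lists, 17 passed with camera and 18 with fry, but 0 with an estimated correlation (5 at an unadjusted p under 0.05), so that each call from camera rests on the preset correlation. The passes with fry do not back a difference from other genes, since fry tests a list against no change, and 10787 of 31042 probe sets differed. The medians of 16 of these lists were 0.65 (Table 1), 0.25 (other actin), 0.42 (microtubule), 0.14 (endocytosis), 0.40 (podocyte), 0.42 (endothelial), 0.67 (mesangial), -1.08 (proximal tubule), -0.81 (distal nephron), 0.28 (parietal), 0.64 (leukocyte), 0.44 (matrix), 1.17 (major histocompatibility complex), 0.20 (cell cycle), 0.79 (immediate early) and -0.46 (mitochondrial). Among the brighter probe sets, endocytosis (0.20) and parietal markers (0.54) no longer passed, the cathepsin test turned (-0.034) and the juxtaglomerular list passed (0.48), as it did after quantile normalization (0.067), with the tubular marker score (0.21) and with fry (-0.0035). With the tubular marker score, the proximal tubule test turned (-0.016), which its construction brings about, the distal nephron list no longer passed (-0.29), the cathepsin list passed (0.10) and the erythroid test turned (-0.044). With fry, the proximal tubule list did not pass (-1.08), the cathepsin list did (-0.040) and the erythroid test turned (-0.047), as with the mean of the probe sets (-0.049). With 1 array left out, the cathepsin median ran from -0.14 to 0.055 and the erythroid median from -0.053 to -0.040. Low signal limits Dnm2, Dnm3 and Pmfbp1.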

Differences from the paper's values

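The paper reports 28 cytoskeleton-related genes as differing, of which 26 were higher in Dahl rats. Here 18 of 24 measured genes differed and 17 of 23 were higher, at an adjusted p under 0.05, while the paper's threshold is a P under 0.05 with no adjustment named. The paper's counts include 4 genes not measured here, which weigh against a match. A count of 18 differing genes missed the tolerance of 1.5 times used below and 19 met it, so little rests on that split. The probe set of the smallest p favours passing, since it is picked by its own p. Among the alternatives set before the data were examined, the counts came within 1.5 times of the paper's with the intensity trend and robust variance, median centring, the additive model, an unadjusted p, adjustment over the list alone and the methods' t-test without adjustment (each 19 and 18, counting only genes that passed in the listed direction), with the probe set of the smallest p (24 and 23), with the mean of the probe sets of a gene (22 and 21) and, for the higher genes, with the brighter probe sets (18). They did not with quantile normalization, the replicate block or strain alone (each 18 and 17), at least 1.5-fold with no test (16 and 15), 4 weeks alone (15 and 14), 6 weeks alone (5 and 4) or with 1 array left out (10 to 18 and 9 to 17).

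Of the 24 folds, 17 lay within 1.5 times of those of Table 1, a wide tolerance that takes in Pls3 (1.75 against the paper's 2.51), Myo1c (1.29 against the paper's 1.78) and Actr1a (1.10 against the paper's 1.55), and 7 differed by more. The fold of Pmfbp1 (0.142 against the paper's 0.14) is among the 17, from Dahl values at low signal that leave its size uncertain. For Msn the fold was 1.54 and the paper's is 3.86, for Tpm4 1.72 against the paper's 2.73, for Akt1 1.29 against the paper's 2.71, for Parva 1.31 against the paper's 2.62, for Tpm1 1.09 against the paper's 2.23, for Arhgef17 0.798 against the paper's 2.1, and for Eml4 1.03 against the paper's 1.97. The probe set of the smallest p, an alternative set before the data were examined, is picked by its own p, which favours clear differences. With it, none of the 7 folds differed from the paper's: 3.86 for Msn, 2.74 for Tpm4, 2.71 for Akt1, 2.63 for Parva, 2.24 for Tpm1, 2.10 for Arhgef17 and 1.97 for Eml4. With the mean of the probe sets of a gene, those of Parva (1.86) and Tpm4 (2.17) did not differ from the paper's either, nor did that of Tpm4 at 4 weeks alone (2.29) or without Dahl 6 weeks replicate 1 (1.85). With the mean of the probe sets the fold of Svil differed (1.10 against the paper's 2.62). Under the other alternatives set before the data were examined, these 7 folds differed from the paper's. With the probe set of the largest difference, chosen after the values were seen, 23 of the 24 folds, rounded to 2 decimals, fell within 0.01 of Table 1 and all 24 genes passed in the listed direction, so that it drops none of the measured genes the paper calls. Klc1 matches Table 1 on another of its probe sets.

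The paper states that Arhgef17, Eml4, Tpm1, Parva, Myo1c and Actr1a are higher in Dahl rats. Their log2 differences here were -0.33, 0.049, 0.13, 0.39, 0.36 and 0.14, none of which passed. Parva passed with the intensity trend and robust variance, median centring, the brighter probe sets, the replicate block, the additive model and strain alone. Parva also passed at an unadjusted p (0.0182 from limma) and when adjusted over the list alone (0.0230). All 6 passed in the listed direction with the probe set of the smallest p, a choice that favours passing, and Parva, Tpm1, Myo1c and Actr1a also with the mean of the probe sets of a gene. Myo1c also passed without SHR 4 weeks replicate 1 (0.52). Arhgef17 passed in the direction opposite to the listed one with median centring (-0.36), at an unadjusted p (0.0377), when adjusted over the list alone and without Dahl 6 weeks replicate 2 (-0.43).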

Other observations

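No test of these observations was chosen after its result was seen.

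Beyond the cytoskeleton, some genes of the immediate early and heat shock response were higher in Dahl glomeruli. Of 21 measured, 11 were higher, such as Fos (log2 difference 3.25) and Egr1 (1.31), and 2 were lower, Zfp36 (-0.50) and Fosb (-0.076), with 13 higher and 2 lower when adjusted over the list alone (median 0.79, adjusted p = 3.08e-05, adjusted p = 0.183 with an estimated correlation). The falls of Fosb and, below, of Agtr2 and Akr1b7, and the erythroid median, are of the size of the shift among the dimmest probe sets. Genes of mitochondrial respiration were lower in 13 of 25 cases, such as Ndufa5 (-0.47) and Ndufa4 (-0.44), and none was higher. When adjusted over the list alone 20 were lower (median -0.46, adjusted p = 3.08e-05, adjusted p = 0.415 with an estimated correlation), in the same arrays in which tubular markers were lower. Of 23 leukocyte markers, 13 were higher, among them the complement gene C1qa of macrophages (1.46) and the receptor gene Csf1r (1.31), and 6 were lower, such as Cd3e of T cells (-0.44). The median was 0.64 (adjusted p = 0.0191, adjusted p = 0.249 with an estimated correlation), with 13 higher and 8 lower when adjusted over the list alone. At 4 weeks 12 were higher and 3 lower, Mrc1 (-1.88), Cd3e (-0.41) and Cd163 (-0.18), with 13 and 6 when adjusted over the list alone (median 1.28, adjusted p = 0.00511, adjusted p = 0.228 with an estimated correlation). At 6 weeks none was higher and 1 lower, Cd3e (-0.47), and 2 were lower when adjusted over the list alone (median 0.16, adjusted p = 0.491). None of the 23 passed the test of the difference between the ages, 7 were lower when adjusted over the list alone, and for the list it gave a median of -0.46 (adjusted p = 0.000148, adjusted p = 0.352 with an estimated correlation). Of 16 parietal epithelial and injury markers, 6 were higher, such as Spp1 (2.14), Timp1 (1.08) and Lcn2 (1.05), and 2 were lower, Krt8 (-1.08) and Krt18 (-0.45), with 8 higher and 2 lower when adjusted over the list alone (median 0.28, adjusted p = 0.0155, adjusted p = 0.241 with an estimated correlation). Of 12 juxtaglomerular and renin-angiotensin genes, 4 were higher, Agtr1b, an angiotensin receptor (2.07), Ptgs2 (1.81), Enpep (0.94) and Mme (0.48), and 2 were lower, Agtr2 (-0.10) and Akr1b7 (-0.075), with 4 higher and 3 lower when adjusted over the list alone. This list did not pass (median -0.0035, adjusted p = 0.197), and its test points upward. The lists of cathepsins and lysosome (22 genes, median -0.040, adjusted p = 0.31) and of erythroid genes (18 genes, median -0.047, adjusted p = 0.996) did not pass either, and for both the test points upward while the median is below 0. Of the former, Ctss (1.38), Cst3 (1.25), Ctsz (0.93), Ctsk (0.75) and Psap (0.31) were higher and Ctsa (-0.37) and Lamp2 (-0.22) lower, also when adjusted over the list alone as counts of 5 and 2. Of the latter, Gypc (1.64) and Ube2l6 (1.18) were higher and 6 lower, or 4 and 9 when adjusted over the list alone. Of 28 cell cycle genes, 9 were higher over both ages, such as Mcm6 (1.59) and Mcm2 (1.08), and 1 lower, Kif11 (-1.79), also when adjusted over the list alone (median 0.20, adjusted p = 3.08e-05, adjusted p = 0.183 with an estimated correlation). This list was higher in Dahl rats at 4 weeks (median 1.36, 19 higher and none lower, adjusted p = 0.0775 with an estimated correlation) and lower at 6 weeks (median -0.79, 8 lower and none higher, adjusted p = 0.244 with an estimated correlation).

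With age, genes of the interferon response rose in SHR glomeruli: Rtp4 by 4.63, Isg15 by 4.61 and the transcription factor gene Irf7 by 3.94 on the log2 scale, with the proteasome subunit gene Psmb9 (3.86) and Slfn4 (4.35). Of 27 genes of the major histocompatibility complex and interferon response, 15 rose in SHR rats and none fell (median 1.40, adjusted p = 2.57e-13, adjusted p = 0.182 with an estimated correlation), also when adjusted over the list alone. In Dahl rats Mx1 rose (2.36), and 19 did when adjusted over the list alone (median 0.91, adjusted p = 5.47e-17, adjusted p = 0.124 with an estimated correlation). Of 23 leukocyte markers, 10 rose in SHR rats, or 13 when adjusted over the list alone (adjusted p = 1.18e-06, adjusted p = 0.182 with an estimated correlation). Sult1a1 (-4.40), Igfbp1 (-4.38), Angptl4 (-4.37), S100g (-3.97) and Bhmt (-3.94) fell in SHR rats. In Dahl rats the cell division genes Racgap1 (-2.05), Ube2c (-1.76), Ccna2 (-1.64), Mki67 (-1.49) and Pttg1 (-1.28) fell, and Dhrs7l1 (3.35), Nqo1 (0.89), Jun (0.63) and Crebl2 (0.60) rose. Without any 1 of the SHR arrays no probe set passed with age in Dahl rats, so that all these calls in Dahl rats were lost at unchanged differences, and with the replicate block 3 probe sets passed.

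The strain difference was called for 3738 probe sets at 4 weeks (768 to 3905 with 1 array left out) and 1017 at 6 weeks (63 to 3352). Of these, 663 were shared, 632 of them in one direction.

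The paper measures the mRNA of Dnm2 and cathepsin L by PCR, which is another experiment. On the arrays, Dnm2 has 1 dim probe set, at 3.95 ± 0.11 (SD, n = 4) in Dahl rats and 3.98 ± 0.031 (SD, n = 4) in SHR rats, a difference of -0.034 (exact two-sided permutation test, p = 0.8). Ctsl was at 13.21 ± 0.22 (SD, n = 4) and 13.09 ± 0.14 (SD, n = 4), a difference of 0.12 (exact two-sided permutation test, p = 0.457). Its other probe set differed by 0.34 (adjusted p = 0.0376 from limma). Dnm3 differed by 0.18 (adjusted p = 0.635), the nephrin gene Nphs1 by 0.24 (adjusted p = 0.121), Hprt1, the reference gene of the qPCR, by -0.16 (adjusted p = 0.0902), and the podoplanin gene Pdpn was higher by 0.55 (adjusted p = 0.0268).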
